A study of Mus musculus with 12 samples.

How the data were processed

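RNA was measured by sequencing in fully grown mouse oocytes of 2 genotypes, Fmn2+/- and Fmn2-/-. Fmn2 encodes formin 2, a protein that nucleates actin filaments. Per the labels, each genotype was represented by 2 pools of 50 oocytes, and each pool by 3 technical replicates, lettered a, b and c. Pools 7 and 8 were Fmn2+/- and pools 9 and 10 were Fmn2-/-. Total RNA was amplified to cDNA with the NuGEN Ovation kit, made into TruSeq libraries and sequenced with 50 bp reads over 3 runs, per the labels' protocols. The labels do not say whether a letter stands for one of those runs or at which step the technical replicates were separated.

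The deposited values are counts: the files hold whole-number read counts per gene, 1 file per library, without normalization. Each lists the same 46983 Ensembl mouse gene identifiers with 1 count column. The aligner, the counting tool, the genome build and the annotation are not stated in the labels. No strand-specific columns and no totals of unmapped, multimapping or ambiguous reads were used here, so the share of reads assigned to genes and the strand-specific alternatives that had been foreseen were not analysed. How the counter handled reads shared by similar genes is not stated, so genes with close copies carry that uncertainty.

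Gene symbols, positions and types came from GENCODE M21 on the GRCm38 build, matched on the Ensembl identifier. Of the 46983 identifiers, 46488 (98.95%) matched, and the 495 others held 0.0328% of all counts. Gene positions given in the text are those of this annotation and not of the deposited files. GC content of a gene was the share of G and C bases over all its transcripts in the same release.

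The pool was taken as the independent sample. The counts of its 3 technical replicates were summed, which left 2 pools against 2. Genotypes were compared with edgeR 4.0.16 in R 4.3.3: filterByExpr with its default minimum count of 10 and minimum total count of 15, Fmn2 being kept whether or not it passed, TMM normalization, robust dispersion estimation, a quasi-likelihood F test (glmQLFit with robust = TRUE, glmQLFTest) and Benjamini-Hochberg adjustment over the genes tested. No covariate was used, because the labels give no pairing between pools of different genotype. Genes with an adjusted p-value under 0.05 were counted as past the threshold. With a pool left out, log2 fold changes were differences of mean log2 CPM with a prior count of 2, without a test. Standard errors of log2 fold changes were computed from the fitted weights and the moderated quasi-dispersion. CPM values (counts relative to the total of the library or pool) per library or pool were computed on total counts, without TMM factors. Shares and numbers of detected genes were compared with a two-sided exact permutation test over the 6 assignments of the 4 pools, which cannot give a p-value under 0.333.

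The genes named in the comparison were chosen by a rule fixed before the data were examined: Fmn2, and then up to 5 genes per direction with the largest log2 fold change among those past the threshold with a mean of at least 1 log2 CPM and with all 6 libraries of one genotype above all 6 of the other. The alternatives fixed at the same time were: the 12 libraries as independent samples, with and without the technical replicate letter as a block, limma 3.58.1 voom on 12 libraries with the pool as a random effect, each letter alone, DESeq2 1.42.0, edgeR's likelihood ratio test, voom on the pools, other normalizations and filters, mitochondrial genes left out, stricter thresholds, and each pool left out. The fits without library c, with GC-corrected offsets (a natural spline with 5 degrees of freedom, used as fitted and also centred on its median within each pool) and with pools thinned to equal depth were added after the data had been seen, as were voom on 12 libraries without the pool effect and the expected number of genes with at least 1 count at equal depth.

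The procedure was tested on simulated negative binomial counts drawn from the means, dispersions and library sizes of the 13452 real genes tested, with 200 genes changed. The changed genes were drawn only from those with a fitted average of at least 2 CPM. Fewer changed genes make the adjusted threshold stricter. The recoveries given here may therefore overstate recovery in the real data. It recovered 40.5% of the changed genes at a log2 fold change of 1, with 1 false call. At a log2 fold change of 2 it recovered 85.5% with 9 false calls, and at 3 it recovered 97% with 20 false calls, which is above 5% of its calls. On the simulated log2 fold change of 2, DESeq2 recovered 184 of the 200 genes with 17 false calls, the likelihood ratio test 187 with 27, voom 174 with 3 and the GC-corrected fit 177 with 5. Technical replicates were compared with sampling noise by chi-square tests over genes with at least 10 counts in the pair, and by the SD of log2 CPM ratios over genes with a mean of at least 300 counts per pool. Analyses outside R used Python 3.11.15 with SciPy 1.17.1. Wilson 95% confidence intervals of shares cover counting error only, since amplified reads without molecular identifiers are not independent molecules. The same holds for detection floors, set at 3 counts.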

Results

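Transcript levels were measured by RNA sequencing in fully grown, competent mouse oocytes that carried one functional copy of Fmn2 (Fmn2+/-) or none (Fmn2-/-). Formin 2, the product of Fmn2, nucleates actin filaments in the oocyte. The comparison addressed whether the transcript content of the oocyte differs when this actin nucleator is missing. There were 2 pools of 50 oocytes per genotype and 3 technical replicates per pool, giving 12 libraries.

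The Fmn2+/- libraries held between 4417377 and 8048934 gene-assigned counts. The Fmn2-/- libraries held between 3328985 and 12971706. Summed over technical replicates, pools 7 and 8 (Fmn2+/-) reached 19641294 and 18969361 counts, and pools 9 and 10 (Fmn2-/-) reached 31637461 and 27411768. Depth therefore differed between the genotypes, and the smallest abundance that 3 counts could show was 0.153 and 0.158 CPM in pools 7 and 8 against 0.0948 and 0.109 CPM in pools 9 and 10. In each pool library c had the fewest counts. Libraries 9c, 10c and 7c also held transcripts with almost no counts in libraries a and b of the same pools, such as Cd74 with 1089 counts in 9c and 151 in 10c, and Acta1 with 562 counts in 7c and 25 in 8c. Transcripts of oocyte-specific genes were abundant in all 12 libraries: Gdf9 ranged from 3307 to 5731 CPM and Zp2 from 1280 to 2291 CPM. Of 20 genes listed beforehand as cumulus or granulosa cell markers, 16 stayed below 5 CPM in every library. The other 4 were Cyp19a1 at 152 to 276 CPM, Nr5a2 at 36.8 to 59.2 CPM, Kitl at 12.2 to 41.6 CPM and Fst at up to 5.20 CPM.

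The technical replicates of a pool differed by more than sampling noise. Chi-square per degree of freedom between libraries a and b of a pool was between 5.35 and 6.52, where sampling noise alone gives about 1. No library was therefore a repeat deposit of another. Over genes with a mean of at least 300 counts per pool, the SD of log2 ratios between libraries a and b ranged from 0.161 in pool 10 to 0.244 in pool 8. Library c stood farther away: its SD of log2 ratios to libraries a and b together was 0.279 in pool 7, 0.360 in pool 8, 0.288 in pool 9 and 0.529 in pool 10. For comparison, the 2 pairs of pools of the same genotype had SDs of 0.395 (pools 7 and 8) and 0.285 (pools 9 and 10). The 4 pairs of pools of different genotype ranged from 0.348 to 0.560. The spread between genotypes thus overlapped the spread between pools of one genotype. Pool 7 lay closer to pools 9 and 10 of the other genotype (0.348 and 0.365) than to pool 8 (0.395). The largest values were those of pool 8 against pools 9 and 10 (0.481 and 0.560).

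The targeted gene was examined first. Fmn2 (ENSMUSG00000028354, protein-coding, chromosome 1, 174501825 to 174822729 on GRCm38) measured 590 ± 71.0 CPM in Fmn2+/- pools and 19.8 ± 2.95 CPM in Fmn2-/- pools (mean ± SD, n = 2 pools each). The Fmn2-/- level was 3.36% of the Fmn2+/- level and rested on 1179 counts over both pools. All 6 Fmn2+/- libraries lay between 523 and 671 CPM, and all 6 Fmn2-/- libraries between 16.1 and 25.8 CPM. The log2 fold change was -5.09 (SE 0.22), with an adjusted p-value of 5.7e-05 in edgeR's quasi-likelihood test. The genotype labels and the Fmn2 counts matched in all 12 libraries.

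Across the transcriptome, 13452 genes were tested between the 2 genotypes. Of these, 7 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test: 1 was higher and 6 were lower in Fmn2-/- oocytes, Fmn2 included. All 7 changed by at least 1 on the log2 scale, and all 7 separated the 6 libraries of one genotype completely from the 6 of the other. A further 21 genes had adjusted p-values between 0.05 and 0.1, 18 of them lower in Fmn2-/- oocytes. The higher ones included H2-Ab1 and H2-Eb1, whose counts came almost only from c libraries. H2-Ab1 reached 73.6 CPM in 9c and 21.3 CPM in 10c, and H2-Eb1 52.5 and 19.2 CPM. Both stayed at or below 0.453 CPM in every other library. At an unadjusted p-value under 0.05 there were 1594 genes, 508 higher and 1086 lower, where 673 would be expected without any difference. The higher genes included Cd74 and the lower genes Acta1, whose counts also came almost only from c libraries. The median log2 fold change was 0.03. Lower genes also outnumbered higher genes with RLE factors (404 higher, 1154 lower) and upper-quartile factors (609 higher, 1006 lower). With library size alone, which raised the log2 fold changes by a median of 0.19, 1215 genes were higher and 573 lower. The number of genes past the threshold depended on how the technical replicates were used: treating the 12 libraries as independent samples gave 1486 genes, and adding the technical replicate letter as a block gave 1496. These fits count technical replicates as if they were separate pools of oocytes. In limma voom on the 12 libraries, 1677 genes passed without a pool effect and 98 with the pool as a random effect. Libraries with the same letter in different pools deviated together on average, with a mean correlation across genes of their deviations from the pool mean of 0.41 over 18 pairs (range -0.11 to 0.76). The 3 deviations of a pool cancel out, so a shared shift of library c alone would also raise the correlations for letters a and b. The mean therefore cannot show a shift for each letter. Genes are not independent replicates. The letters were not balanced by depth in the pool sums: library c supplied 25.2% and 23.3% of the counts of pools 7 and 8, and 18.4% and 12.1% of those of pools 9 and 10. Within single letters, 2 pools against 2, libraries a gave 10 genes, libraries b 3 and libraries c 36. On the pool sums, DESeq2 called 256 genes.

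**Figure D1:**
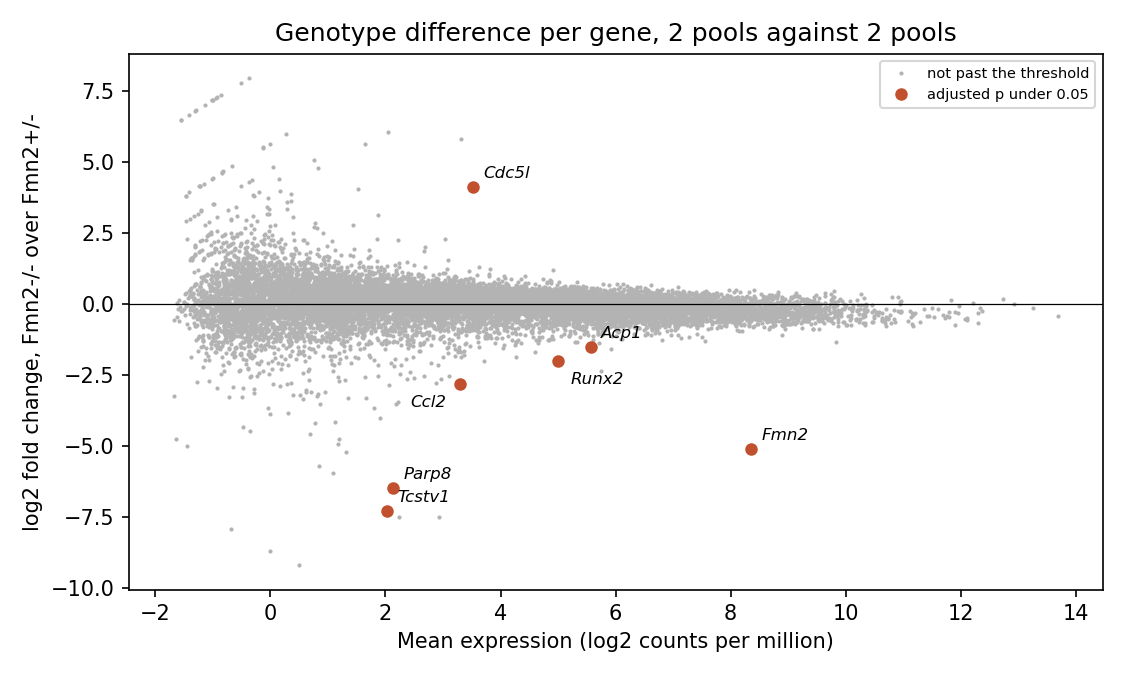
Log2 fold change of Fmn2-/- over Fmn2+/- (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 13452 genes tested, each point a gene. The 7 genes with an adjusted p-value under 0.05 are labelled. Cdc5l lies above 0 and the other 6 below.

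The only gene past the threshold that was higher in Fmn2-/- oocytes was Cdc5l (ENSMUSG00000023932, protein-coding, chromosome 17, 45391884 to 45433737). It rose from 1.12 ± 0.504 CPM in Fmn2+/- pools to 22.7 ± 3.57 CPM in Fmn2-/- pools (mean ± SD, n = 2 each), a log2 fold change of 4.14 (SE 0.39, adjusted p-value 0.0094). Counts were 15 and 28 in the Fmn2+/- pools and 799 and 554 in the Fmn2-/- pools. With libraries b alone the adjusted p-value was 0.064 in edgeR.

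Tcstv1 and Parp8 were close to undetected in Fmn2-/- oocytes. Tcstv1 (ENSMUSG00000096284, protein-coding, chromosome 13, 119893388 to 119894785) fell from 7.79 ± 4.61 CPM to 0.0523 ± 0.0292 CPM, with 303 counts in the Fmn2+/- pools and 3 in the Fmn2-/- pools. Its log2 fold change was -7.27 (SE 0.89, adjusted p-value 0.0094). Tcstv1 has a paralog, Tcstv3, 0.423 Mb away, and reads of the pair can be exchanged or lost in counting, so the Tcstv1 values are uncertain. Tcstv3 was lower by -1.55 on the log2 scale without passing the threshold (adjusted p-value 0.487). Parp8 (ENSMUSG00000021725, protein-coding, chromosome 13, 116854820 to 117025537) fell from 8.11 ± 2.69 CPM to 0.0973 ± 0.0860 CPM, with 312 counts against 6. Its log2 fold change was -6.47 (SE 0.74, adjusted p-value 0.013). The Fmn2-/- means of both genes lie below the 3-count floor of at least 1 of the pools, so their fold changes are poorly bounded. Neither gene passed with limma voom on the pool sums, where the adjusted p-value was 0.152 for Tcstv1 and 0.143 for Parp8, or with libraries b alone in edgeR (0.086 and 0.076).

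The other 3 lower genes kept measurable transcript levels in Fmn2-/- oocytes. Ccl2 (ENSMUSG00000035385, protein-coding, chromosome 11, 82035571 to 82037453) measured 16.1 ± 0.727 CPM against 2.62 ± 0.528 CPM (log2 fold change -2.83, SE 0.30, adjusted p-value 0.015). Runx2 (ENSMUSG00000039153, protein-coding, chromosome 17, 44495987 to 44814797) measured 47.6 ± 3.59 CPM against 13.9 ± 3.80 CPM (log2 fold change -1.99, SE 0.23, adjusted p-value 0.020). Acp1 (ENSMUSG00000044573, protein-coding, chromosome 12, 30893326 to 30911589) measured 66.0 ± 15.04 CPM against 26.5 ± 0.165 CPM (log2 fold change -1.50, SE 0.18, adjusted p-value 0.029). Runx2 and Acp1 kept their direction but not the threshold with GC-corrected offsets (adjusted p-values 0.060 and 0.098) and with libraries c alone (0.186 and 0.107). Centring those offsets within each pool brought Runx2 to 0.047 and Acp1 to 0.113. Acp1 also lost the threshold with libraries b alone (0.067) and with library size alone (0.075). Among the 6 genes besides Fmn2, Parp8 and Tcstv1 start 3.04 Mb apart on chromosome 13, and Runx2 and Cdc5l start 0.896 Mb apart on chromosome 17.

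**Figure D2:**
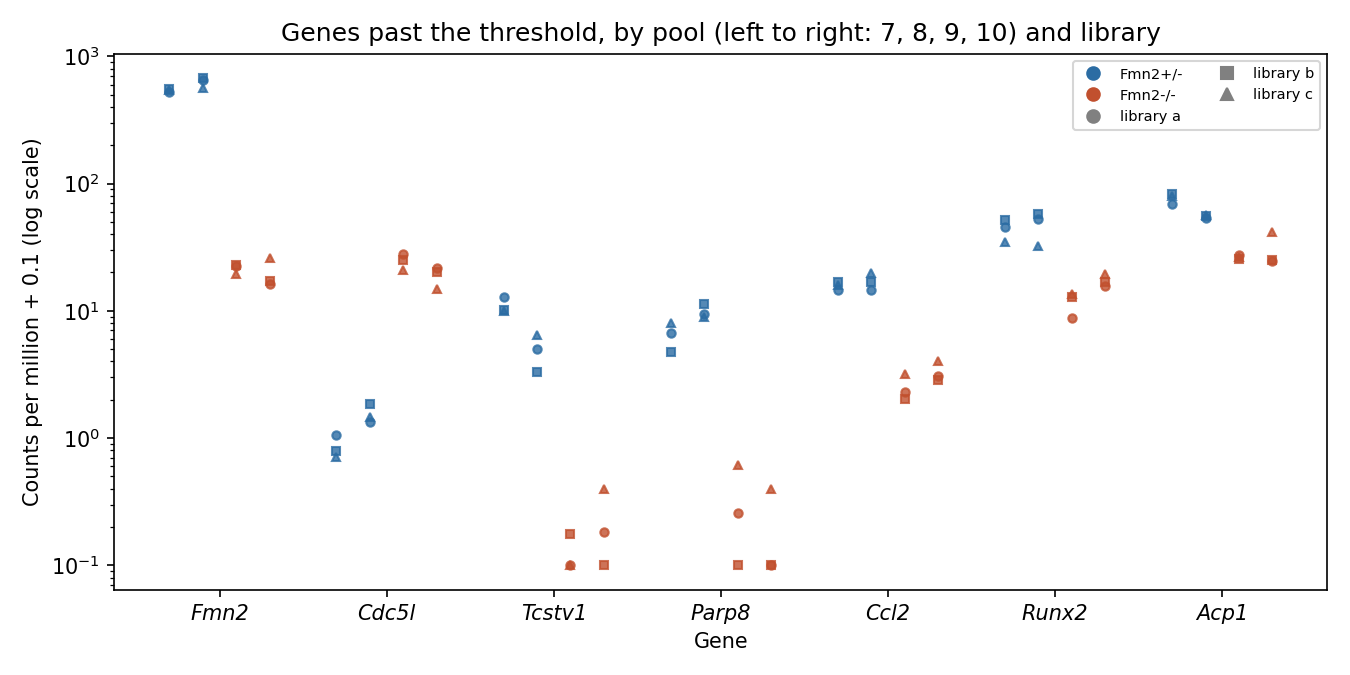
CPM plus 0.1 on a log axis for the 7 genes past the threshold (horizontal axis), one point per library, with pools 7 to 10 from left to right within each gene. Blue points are Fmn2+/- and red points Fmn2-/-, circles, squares and triangles are libraries a, b and c, and no error bars are drawn. For each gene the 6 libraries of one genotype lie apart from the 6 of the other, Fmn2 for example at 523 to 671 CPM against 16.1 to 25.8 CPM.

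Whole-library measures were compared pool by pool. Mitochondrially encoded genes took 2.82% of counts in pool 7 (Wilson 95% confidence interval 2.81 to 2.82) and 1.82% in pool 8 (1.82 to 1.83). They took 2.00% in pool 9 (1.99 to 2.00) and 2.80% in pool 10 (2.79 to 2.80). The genotype means were 2.32% ± 0.702 and 2.40% ± 0.566 (SD, n = 2 pools each), which differed by less than the spread between pools (exact permutation test, two-sided, p = 1.00). The number of genes with at least 1 CPM was 11356 ± 424 in Fmn2+/- pools and 11715 ± 110 in Fmn2-/- pools (SD, n = 2 each; exact permutation test, two-sided, p = 0.667). At 5 CPM both Fmn2-/- pools (8434 and 8629 genes) lay above both Fmn2+/- pools (8416 and 7949 genes), a mean difference of 349 genes (exact permutation test, two-sided, p = 0.333). At equal depth, the number of genes with at least 1 CPM was higher in Fmn2-/- pools by 395.5 on average (same exact permutation test, p = 0.667). The expected number of genes with at least 1 count at equal depth, added after the data had been seen, was higher in both Fmn2-/- pools. The mean difference was 1211 genes (same exact permutation test, p = 0.333). With 2 pools against 2 this test cannot give a p-value under 0.333, so none of these comparisons could have passed 0.05. The numbers of detected genes also include transcripts of the c libraries that were almost absent from libraries a and b. They were not recomputed without the c libraries. Library 9c had 12174 genes with at least 1 CPM, against 11616 in 9a and 11512 in 9b. Library 10c had 11415, against 11815 in 10a and 11686 in 10b.

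Besides Fmn2, 14 genes of actin nucleation, actin itself and actin-based transport had been listed before the data were examined. Of these, 13 passed the count filter and were tested. The gene left untested was Actg1, at 0 to 0.808 CPM per library. Its low counts need not mean low abundance, since the handling of reads shared by similar genes is not stated. None of the 13 tested genes passed the threshold, and 2 had an unadjusted p-value under 0.05. The log2 fold changes of the 13 lay between -0.45 and 0.47 with a median of 0.05. At this size of change the simulated comparison would have missed most genes, since it recovered 40.5% of genes with a log2 fold change of 1.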

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

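All tests in this part were chosen only after the results had been seen. Each of 20 sets of 6 libraries (10 measures in each genotype) was searched for a library far from the other 5, and 2 were found, where chance gives 1. Libraries of one pool are not independent, which weakens this comparison further.

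Acp1 measured 41.5 CPM in library c of pool 10, while the other 5 Fmn2-/- libraries lay between 24.3 and 27.3 CPM. This library was the shallowest of the study, at 3328985 counts. A technical explanation is that library 10c as a whole had moved away from its pool. The SD of log2 ratios of library c to libraries a and b was 0.529 in pool 10, above the values of 0.279, 0.360 and 0.288 in pools 7, 8 and 9, in line with such a shift. The deviation need therefore not be specific to Acp1. No biological explanation was tested, since the 3 libraries came from the same pool of oocytes.

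Tcstv1 measured 0.300 CPM in library 10c, while the other 5 Fmn2-/- libraries lay between 0 and 0.0830 CPM. The value rests on 1 count, so counting noise at the depth of library 10c may account for it.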

How the results depend on the processing

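The fits on either strand-specific column, the share of reads assigned to genes and the mitochondrial share of all reads were not run, since they need values not used here. Gene counts without each pool in turn were not made, because a genotype would be left with 1 pool. No paired analysis was possible between pools because pools of different genotype share no number.

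The count of 7 genes (1 higher, 6 lower) moved most with the statistical treatment. As independent samples the 12 libraries gave 1486 genes (641 higher, 845 lower), with the technical replicate block 1496 (596 higher, 900 lower), in limma voom without a pool effect 1677 (746 higher, 931 lower), and in limma voom with the pool as random effect 98 (12 higher, 86 lower). On pool sums, DESeq2 gave 256 genes (18 higher, 238 lower), edgeR's likelihood ratio test 299 (57 higher, 242 lower), the quasi-likelihood test on all genes with at least 1 count 511 (78 higher, 433 lower), and a minimum mean of 50 counts 14 genes, 13 of them lower. Library b alone gave 3 genes (0 higher, 3 lower) and library c alone 36 (20 higher, 16 lower). Scaling by library size alone, which moved the median log2 fold change by 0.19, gave 3 higher genes. An adjusted p-value under 0.01 left 3 genes, 2 of them lower. The cause was not tested for these shifts, apart from the 12-library fits, treated under the other observations, and library c alone. For library c alone, in a test chosen after the result was seen, 14 of the 20 higher genes had at least 4 times the CPM in c than in a and b of the Fmn2-/- pools, against 1 of the 16 lower genes in the Fmn2+/- pools. Transcripts foreign to the pools may therefore make up most of the higher genes in that fit.

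In the other fits the total was between 5 and 10 genes. The Fmn2 decrease passed the threshold in all 20 alternative fits, and ranged from -5.31 to -4.86 across the 4 estimates that each left out one pool, for which no test was made. The mitochondrial share difference of 0.0774 percentage points had no stable sign: it ranged from -0.419 to 0.574 when one pool was left out, and fell to -0.323 without pool 10. For the other 6 named genes, 108 tested alternative values kept direction and side of the threshold, 12 kept direction but not the threshold, and none of the tested or untested values reversed. The 108 include the 12-library fits, DESeq2, the likelihood ratio test and the test on all genes with at least 1 count. Those fits passed many more genes, so keeping the threshold there says little. The size of the change was less stable for low-abundance genes: Parp8 measured -9.52 with library b alone and -4.22 with library c alone. In library b both Fmn2-/- pools held 0 counts of Parp8, so the data do not bound the size of that value. With one pool left out, Tcstv1 lay between -6.54 and -5.43, and Parp8 between -6.20 and -5.15, against -5.91 and -5.71 with all pools on that scale. The losses were 4 with library b alone, 2 each with library c alone, voom on the pools and GC-corrected offsets, and 1 each with centred GC-corrected offsets and library size alone. The difference in detected genes kept its direction with one pool left out, from 58.5 genes without pool 8 to 658.5 without pool 7. The fits without library c, with GC correction, with thinned pools and with voom without a pool effect were chosen after seeing the data.

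Depth limits the low-abundance genes: Tcstv1 and Parp8 rest on 3 and 6 counts in the Fmn2-/- pools, and their log2 fold changes have standard errors of 0.89 and 0.74.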

Other observations

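The tests chosen only after the result was seen were the splits of the 4 pools, the comparison of limma fits with and without a pool effect, the centred GC correction, the levels in libraries a and b, both counts by marker, and the tests of neighbouring genes and of the region around Fmn2. The fits with thinned pools, with GC correction, without the c libraries and with voom without a pool effect were themselves added after seeing the data. All patterns in this part were noticed in the same data they were tested on.

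The genotype comparison was set against the other ways of splitting the 4 pools. Only the real split, 1 of 3, gave 7 genes or more. The 2 splits that mix genotypes gave 0 genes past the threshold, with 243 and 502 genes at an unadjusted p-value under 0.05 against 1594 for the real split. With 3 splits the share cannot fall under 0.05, so this comparison cannot decide whether chance gave the 7 genes. Their adjusted p-values, at most 0.029 in edgeR's quasi-likelihood test, do not rest on that share. Pools of one genotype may also share a collection batch that the labels do not give. DESeq2 gave 256 genes for the real split and 2 for each of the others, and edgeR's likelihood ratio test gave 299 against 6 and 14. The quasi-likelihood test on all genes with at least 1 count gave 511 against 42 and 65. When the 12 libraries counted as independent samples, the real split gave 1486 genes and the mixed splits gave 60 and 437. The mixed splits hold any genotype difference inside each group, which lowers their counts, so they cannot measure how far a real count is inflated. The limma fits address this more directly: on the same 12 libraries 1677 genes passed without a pool effect and 98 with the pool as a random effect. Most of the calls of the 12-library fits may therefore come from counting technical replicates as independent.

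Technical explanations of the 7 genes were tested in turn. When all pools were thinned to equal depth, all 7 kept an adjusted p-value under 0.05. When the c libraries were left out, all 7 kept it. Log2 fold changes correlated with transcript GC content across genes (Spearman rho 0.28 over 13417 genes, which are not independent replicates), as did the log2 ratios of pools 9 and 10 over pool 8 (rho 0.27 and 0.22) and over pool 7 (0.19 and 0.16). Pools of the same genotype gave -0.14 (8 over 7) and -0.02 (10 over 9). With GC-corrected offsets 5 of the 7 genes kept an adjusted p-value under 0.05, and with centred offsets 6 did. The excess of lower genes, 68.1% of those at an unadjusted p-value under 0.05, became 70.9% after the same correction. That correction also shifted the log2 fold changes by a median of -0.06, which by itself raises the share of lower genes, so this value cannot decide. With offsets centred within each pool the correlation with GC content was 0.03 and 61.2% of the genes were lower, so GC content may account for part of the excess, and the rest remained. RLE factors (404 higher, 1154 lower) and upper-quartile factors (609 higher, 1006 lower) kept the excess. RLE factors shifted log2 fold changes by a median of -0.037, which by itself raises the share of lower genes, so they cannot decide. Upper-quartile factors shifted them by 0.034, against the excess, and it remained. Library size alone, which leaves out the correction for composition and shifts log2 fold changes by a median of 0.19, gave 1215 higher and 573 lower. Libraries c alone gave 288 higher and 265 lower, while libraries a alone gave 394 and 974 and libraries b alone 440 and 1048. Why the excess was missing in libraries c was not tested.

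Libraries c of both Fmn2-/- pools carried transcripts that libraries a and b of the same pools lacked. The genes Cd74, H2-Ab1, H2-Eb1, H2-Aa, Krt5, Krt8, Krt17 and Krt18 summed to 477 CPM in library 9c and 125 CPM in library 10c, and to between 1.40 and 14.3 CPM in the other 10 libraries. The Fmn2+/- c libraries were raised too, at 14.3 CPM in 7c and 10.4 CPM in 8c against 1.76 to 3.08 CPM in 7a, 7b, 8a and 8b. Their main contributors differed. In 7c these were Krt17 (5.65 CPM) and Krt8 (4.44 CPM), with H2-Aa at 1.21 CPM not above 7a and 7b. Krt17 and Krt8 were also raised in 9c (25.6 and 17.0 CPM) and 10c (6.31 and 4.81 CPM). In 8c they reached 1.13 and 0.906 CPM, against 0 CPM and at most 0.154 CPM in 8a and 8b. The main contributors in 8c were H2-Aa (5.21 CPM, against 2.61 and 1.86 CPM in 8a and 8b) and Cd74 (1.81 CPM, against 0.308 and 0 CPM). Both were also high in 9c and 10c. Cd74 alone had 1089 counts in 9c and 0 in 9a and 9b. Expression by Fmn2-/- oocytes would have to appear in libraries a and b, where the sum reached at most 2.83 CPM. A candidate source is RNA or reads from thymic epithelium. A list of 18 markers of that tissue that had not been looked at summed to 66.7 CPM in 9c and 42.4 CPM in 10c, above the range of 11.8 to 29.5 CPM in the other 10 libraries. In 10c, however, 23.7 CPM came from Ccl25 alone, and without it the sum of 18.6 CPM lay inside the range of 7.58 to 21.6 CPM of the others, while 9c stayed above it at 50.1 CPM. The list as a whole was therefore not shown to be raised in 10c. Of the 17 markers with any count, 13 were highest in 9c, Aire among them at 17.8 CPM. In 10c only 2 were highest, but this count cannot show a rise in 10c if 9c held more of the same material. The sum of T and B lymphocyte markers, 95.5 CPM in 9c and 81.7 CPM in 10c, lay inside the range of 66.8 to 111 CPM of the others. Ms4a1, high in all 12 libraries, supplied 89.2% and 90.1% of it, and without Ms4a1 the sums of 10.3 and 8.11 CPM also lay inside the range of the others, 4.44 to 11.9 CPM. Of the 9 lymphocyte markers with any count, 1 was highest in 9c and 1 in 10c, so no rise in these markers was shown. A list of 12 blood cell markers, written before the data were examined, also stood out, at 26.9 CPM in 9c and 9.01 CPM in 10c against 1.12 to 4.07 CPM in the other 10 libraries, and without Laptm5, its main contributor, at 10.8 and 2.10 CPM against at most 0.808 CPM. In 9c the rest came mainly from Cd52 (6.35 CPM) and Lyz2 (3.77 CPM). Hba-a2, Hbb-bs, Hbb-bt, Tyrobp, S100a8 and S100a9 had no counts in any library, so the blood list as a whole was not shown to be raised. Several listed thymic markers, such as Cd80 and Cd83, are also made by antigen-presenting blood cells, so thymic epithelium is not singled out. Whether such material entered during amplification, library preparation or demultiplexing cannot be told from counts. Such transcripts can enter the genotype comparison without passing it: H2-Ab1 reached a log2 fold change of 6.07 in the pool comparison (adjusted p-value 0.085, edgeR) with 0 counts in libraries a and b of every pool.

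Library 7c carried a further set. Acta1, Mylpf, Ckm, Tnnt3, Tnni2, Myh4, Myh1 and Myl1 summed to 175 CPM there and to between 0.136 and 8.15 CPM in the other 11 libraries, the highest of these being 8c, with 562 counts of Acta1 in 7c and 0 in 7a and 7b. Reads from skeletal muscle are a candidate source, but the test was mixed. A list of 18 muscle markers not looked at before summed to 71.5 CPM in 7c, inside the range of 55.3 to 95.0 CPM of the other libraries, with 40.4 CPM of it from Neb, which all 12 libraries carried at 35.0 CPM or more. Without Neb the sum in 7c was 31.1 CPM, inside the range of 19.1 to 49.9 CPM of the others. The prediction for the sum was therefore not met. Only after that were the markers counted one by one: 4 of 16 were highest in 7c (one-sided exact binomial test against 1 in 12, p = 0.039), while 9c and 10a each had 3. A test chosen after another had failed, without correction for the second attempt, is weak evidence. The tissue is therefore left open, while the presence of transcripts absent from the same pool's other libraries is not.

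Some of the genes past the threshold lie near each other. Among the 6 genes besides Fmn2 there are 2 pairs within 5 Mb, Parp8 with Tcstv1 and Runx2 with Cdc5l, where random sets of 6 tested genes had 0.0784 pairs on average (permutation test, 10000 random sets, p = 0.0021). In a wider set, the 59 genes at an unadjusted p-value under 0.001 in libraries a and b, there were 14 pairs against 8.77 on average (p = 0.076, same permutation test). The 78 such genes in all libraries had 21 pairs against 15.3 (p = 0.116, same permutation test), so neither wider set passed 0.05. Between Parp8 and Tcstv1, 5 of 12 tested genes had an unadjusted p-value under 0.05, and between Runx2 and Cdc5l 1 of 1, with 0 past the threshold. These intervals were picked for their end genes and were not tested. The pairs had been noticed before the test and the 5 Mb window was chosen knowing their distances, which makes the p-value of 0.0021 too small by an unknown amount. One hypothesis is that the genotypes may differ in inherited chromosome segments from different background strains, which can switch single genes on or off without any action of formin 2. No strain alleles were tested. Nnt, which lies between them, measured 1.13 to 2.61 CPM in the Fmn2+/- libraries and 3.30 to 5.73 CPM in the Fmn2-/- libraries without passing the threshold (log2 fold change 1.21, adjusted p-value 0.372, edgeR). Around Fmn2 itself, where the targeted allele would carry such a segment, 15.02% of 253 genes within 20 Mb had an unadjusted p-value under 0.05, against 11.8% of 13198 genes elsewhere (Fisher's exact test across genes, one-sided, p = 0.073), a difference that did not pass 0.05 and that treats neighbouring genes as independent. Sequence variants in the reads, which were not used here, could decide between a strain difference and an effect of Fmn2.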
